A study of Schizosaccharomyces pombe with 39 samples.

How the data were processed

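Polyadenylated RNA from Schizosaccharomyces pombe was measured by RNA sequencing in 39 libraries that form 13 groups of 3. Every strain lacked mst2, a histone acetyltransferase gene. In the degron strain, epe1 was driven by the thiamine-repressible nmt81 promoter and carried an auxin-inducible degron, so that thiamine with the auxin analogue naphthaleneacetic acid (called TN in the labels) was the depletion treatment. The time course sampled this strain after 0, 24, 48, 72, 96 and 120 h of depletion. The memory experiment sampled it untreated, after 120 h of depletion, after 24 h and 48 h of recovery, and after 24 h of recovery followed by a second depletion of 24 h. For some libraries of the second depletion the treatment label read '-', while their titles named the second depletion. The titles were followed. A strain with both genes deleted was sampled as biological replicates 1 and 2, with 3 libraries each, and each biological replicate was kept as its own group. No library of a strain without the degron under TN was among them, so effects of the treatment and of Epe1 loss were confounded in every depletion contrast.

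The deposited values were raw counts per gene, 1 column per library, in 3 tables of 6711 genes (time course), 6544 genes (memory) and 6684 genes (double mutant). The columns were named as counts per the file headers, held whole numbers, and had totals that differed between libraries. The column index within each group was read as the replicate number. The lowest summed count of a gene was 22, 18 and 1 in the respective tables. The headers named genome build ASM294v2, and neither the aligner, the counting tool nor the use of strand was stated. Of 6745 gene identifiers, 6626 matched the reference annotation, which supplied symbols and GC content. Another 6 sample columns in the deposited tables matched no labelled library and were not used here.

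A gene overlapped another gene in 69.1% of cases. Among genes nested inside a gene on the opposite strand in the time course, 675 of 677 had no more counts than the outer gene, against 66.2% after shuffling, so reads over an overlap were counted for both genes. Counts of epe1, clr4 and mst2 outside the overlapping gene were therefore obtained by subtracting the counts of prl67, meu6 and sec3.

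Total counts per library ranged from 20347886 to 26976973 in the time course, from 14781022 to 21626064 in the memory experiment and from 20733636 to 27900659 in the double mutant. The 20 most abundant genes held 6.5% to 7.75%, 6.0% to 11.51% and 6.02% to 6.12% of the counts. Precision at the low end was handled with a floor of 3 counts. Where all libraries of a group were at or under it, a fold is given as a lower bound against that floor, which covers counting error only. Among calls with at least a 2-fold change, up to 45 per contrast had 1 group at the floor, and for at most 2 of these the bound was under 2-fold. No pair of libraries within a group was a duplicate: the lowest dispersion statistic (chi-squared over degrees of freedom) of 39 pairs was 3.59.

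Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, robust quasi-likelihood fits, 2-sided F-tests, Benjamini-Hochberg adjustment within a contrast). A gene was counted as changed at an adjusted p under 0.05, and counts with at least a 2-fold change are also given. There were 22 contrasts in 4 fits: the time course, the memory experiment, the double mutant with the 0 h and 120 h libraries of the time course, and both degron experiments together. The last fit tested differences of effects, each experiment against its own untreated libraries. Tables were joined by gene identifier, and 6521 genes were in all 3.

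Gene lists written before the data were examined, as were the contrasts, the named-gene rule and most alternatives, held 16 heterochromatin factors, 7 meiotic island genes, 128 ribosomal protein genes, 19 stress-induced genes, 55 subtelomeric genes by identifier prefix and 3 thiamine-repressed genes. The genes nmt1 and thi2 of the last list were not analysed here. Lists were tested with camera in limma 3.58.1 (correlation between genes 0.01), adjusted over 132 pairs of list and contrast. An alternative subtelomeric list held 158 genes within 100 kb of the ends of chromosomes I and II. Iron lists and mating-type lists were written after the data were seen and are used only in the closing section.

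Named genes were the heterochromatin and thiamine lists and, for 6 contrasts, up to 3 genes with the largest rise and 3 with the largest fall among changed genes with non-overlapping groups and a mean of at least 5 CPM (counts scaled to the TMM-adjusted library total). For second against first depletion the condition of non-overlapping groups did not apply. The rule gave 40 genes.

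The edgeR quasi-likelihood pipeline was tested on simulated data built from the counts of each fit. It recovered 195, 193, 178 and 172 of 200 altered genes in the time course, double mutant, memory and joint fits, with 10, 9, 11 and 10 false calls. Camera gave a p of 5.25e-106 for 50 genes raised 1.5-fold, and 2 of 200 random lists had a p under 0.05. Genes were drawn independently in all these simulations, without GC trends or a deviating library. The rates of false calls need not hold for the real data, where such features are present.

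Whether replicate numbers pair the libraries of different groups was checked by correlating deviations from the group means across genes. All pairs with the same number correlated above 0.1 for 72 h against 0 h (0.165, 0.175 and 0.161), 72 h against 48 h (0.626, 0.458 and 0.369) and 96 h against 72 h (0.237, 0.419 and 0.182). A replicate block was fitted as an alternative in every contrast of the degron experiments.

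Alternatives set beforehand were DESeq2 1.42.0, DESeq2 size factors in edgeR (RLE), no filter on low counts, a fit on the compared groups only, the replicate block, leaving out each compared library in turn, summed libraries of each biological replicate, rank correlation, fry and camera with estimated correlation. Chosen after the data were seen were a per-library correction for GC content in the memory and joint fits, and leaving out replicate 2 of the second depletion from contrasts that do not use it. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.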

Results

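Counts per gene were obtained for 39 RNA-seq libraries of fission yeast lacking mst2, in 13 groups of 3 libraries. The degron strain was sampled at 6 times of Epe1 depletion (18 libraries), and in a separate memory experiment at 5 stages of depletion, recovery and second depletion (15 libraries). The epe1 deletion strain gave 6 libraries from biological replicates 1 and 2. Library totals were 20347886 to 26976973 counts in the time course, 14781022 to 21626064 in the memory experiment and 20733636 to 27900659 in the deletion strain. In the memory experiment, libraries differed in how their counts followed the GC content of genes: Spearman's rho across 6485 genes ran from -0.594 (120 h, replicate 3) to 0.667 (second depletion, replicate 2). Genes are not independent replicates in this or any other correlation across genes.

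The targeted genes were examined first. Gene epe1 (SPCC622.16c, chromosome III, 1431048 to 1435036, minus strand) is covered over 48.5% of its length by prl67, and the counting did not separate the strands, so its counts outside prl67 are given as CPM, scaled to the TMM-adjusted library total (mean ± SD, n = 3). In the time course they were 83.4 ± 7.91 at 0 h, 35.6 ± 4.84 at 24 h, 40.4 ± 0.977 at 48 h, 31.8 ± 3.37 at 72 h, 31.6 ± 2.79 at 96 h and 31.4 ± 2.5 at 120 h. In the memory experiment they were 105.0 ± 6.17 untreated, 24.4 ± 2.46 at 120 h, 137.0 ± 22.2 after 24 h of recovery, 100 ± 24.2 after 48 h of recovery and 15.2 ± 3.28 after the second depletion. The background in the deletion strain, measured the same way, was 18.4 ± 1.32 and 18.3 ± 2.12 in biological replicates 1 and 2. Scaling by plain library totals moved the untreated memory value most among the epe1 values tried, to 111 CPM. Over the whole gene, the log2 change was -0.26 at 24 h (SE 0.20, adjusted p 3.34e-01) and -0.69 at 120 h (SE 0.21, adjusted p 3.59e-02; edgeR quasi-likelihood, Benjamini-Hochberg). The 120 h call held in 1 of the 6 fits that each left out a library. In the memory experiment the whole-gene change was -0.50 at 120 h (adjusted p 4.77e-02, held in 2 of 7 such fits) and -1.15 after the second depletion (adjusted p 7.91e-05, held in 6 of 6). In the deletion strain, replicate 1, it was -1.43 (adjusted p 1.00e-04).

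The deletion of mst2 (SPAC17G8.13c, chromosome I, 2363499 to 2367108) could not be read from the counts, since sec3 covers 98.5% of it and mst2 minus sec3 counts were between -13 and 0 in all 39 libraries. The thiamine-repressed genes, a readout of the thiamine in the treatment, fell in each depletion contrast. At 24 h the log2 change of thi4 (SPAC23H4.10c) was -1.56 (SE 0.08, adjusted p 1.28e-09), that of thi9 (SPAC9.10) -3.69 (SE 0.12, adjusted p 3.31e-12) and that of bsu1 (SPAC17A2.01) -3.90 (SE 0.14, adjusted p 1.21e-11). After the second depletion the changes were -1.23, -3.42 and -4.35. After 24 h of recovery, thi9 was at 1140 ± 183 CPM against 709 ± 28.2 untreated, and bsu1 at 2380 ± 388 against 769 ± 16.4 (mean ± SD, n = 3). After 48 h of recovery 0 of 3 passed the threshold, and 0 had an unadjusted p under 0.05.

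The time course asked which genes respond to Epe1 depletion and when. Against 0 h, 2509 of 6664 genes changed at 24 h (1363 up, 1146 down), of which 334 rose and 82 fell at least 2-fold. At 48 h 3198 genes changed (1706 up, 1492 down; 578 and 76 at least 2-fold), at 72 h 1050 (679 up, 371 down; 251 and 65), at 96 h 833 (504 up, 329 down; 174 and 67) and at 120 h 942 (425 up, 517 down; 117 and 175). Of the alternatives other than leaving out a library, the replicate block moved the 72 h count most, to 1489 genes. Single libraries mattered at 72 h, with 654 genes without 0 h replicate 1, 672 without 0 h replicate 2 and 658 without 72 h replicate 2. Without 72 h replicate 1, 105 genes fell at least 2-fold at 72 h. At 96 h there were 494, 506 and 515 genes without 0 h replicate 1, 0 h replicate 2 and 96 h replicate 2, and at 120 h 597 without 0 h replicate 1. The counts at 24 h and 48 h stayed between 1804 and 2362 and between 2507 and 3359 when single libraries were left out.

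**Figure D1:**
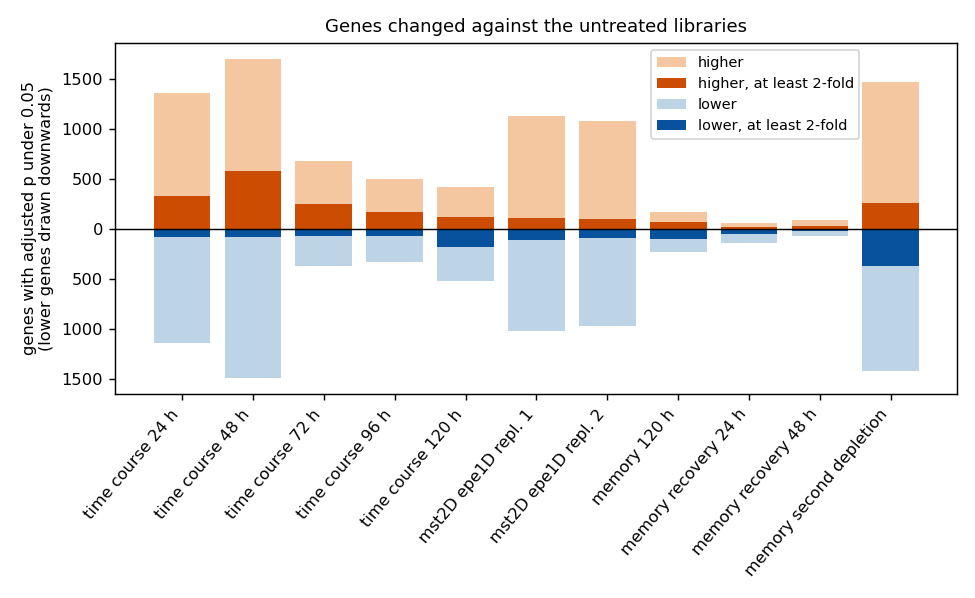
Number of genes with an adjusted p under 0.05 against the untreated libraries of the same experiment (for mst2D epe1D, against time course 0 h), drawn upwards for genes that rose and downwards for genes that fell, with changes of at least 2-fold in the dark part of each bar. The tallest upward bar is 48 h of the time course with 1706 genes, and memory recovery at 24 h has 60 up and 137 down.

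Between consecutive times, 440 genes changed from 24 h to 48 h (315 up, 125 down), 1124 from 48 h to 72 h (419 up, 705 down), 81 from 72 h to 96 h (25 up, 56 down) and 528 from 96 h to 120 h (129 up, 399 down). With the compared groups only, the first 3 counts were 149, 330 and 30. With the replicate block, the steps from 48 h to 72 h and from 72 h to 96 h, where replicate numbers paired the libraries, gave 1591 genes (671 up, 920 down) and 95 (29 up, 66 down). Single libraries decided much of these counts. From 24 h to 48 h there were 270 and 240 genes without 24 h replicate 1 or 3, and 213 and 219 without 48 h replicate 2 or 3. From 48 h to 72 h there were 478 without 48 h replicate 3, fewer than that without 48 h replicate 2, and 409 without 72 h replicate 3. From 72 h to 96 h there were 260 genes without 72 h replicate 1, 32 without 72 h replicate 2, and 48, 39 and 36 without 96 h replicates 1, 2 and 3. From 96 h to 120 h there were 176 and 208 without 120 h replicate 2 or 3 and 191 without 96 h replicate 2.

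Persistence was measured on genes changed at least 2-fold. Of 416 such genes at 24 h, 135 (32.5%) were changed at least 2-fold in the same direction at 120 h, and so were 145 of 654 (22.2%) from 48 h, 160 of 316 (50.6%) from 72 h and 149 of 241 (61.8%) from 96 h. Without the fold minimum the shares were 16.9% from 24 h, 16% from 48 h, 47.9% from 72 h and 48.3% from 96 h. For 48 h only, 5 simulations were made with an unchanged 120 h group and the same 0 h libraries: 0 of a mean of 667.4 changed genes were still called. An unchanged group gives almost no calls by construction, so this shows only that the shared 0 h libraries added none. Of 829 genes changed at least 2-fold at any time, 510 (61.5%) had their largest change at 48 h, 158 (19.1%) at 120 h, 94 at 24 h, 61 at 96 h and 6 at 72 h. A set of 102 genes changed at least 2-fold in the same direction at all 5 times, 73 up and 29 down.

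The named genes with the largest changes at 24 h were the following. SPAC212.08c (chromosome I, 11784 to 12994) fell from 16.8 ± 0.928 CPM to 0 counts in all 3 libraries, at least 136-fold lower. The non-coding RNA SPNCRNA.366 (chromosome II, 1617399 to 1617921) fell from 10.6 ± 1.82 CPM to 0 counts, at least 85.7-fold lower, and was at least 78.8-fold lower at 120 h. The pseudogene SPAC212.07c (chromosome I, 13665 to 14555) was at least 81.3-fold lower. Genes with the prefix SPAC212 lie in a subtelomere with near-identical copies elsewhere, so their counts are uncertain. The haem transporter gene shu1 (SPAC1F8.02c, chromosome I, 85566 to 86324) was at least 4030-fold higher at 24 h and at least 3180-fold higher at 120 h, with a wide spread of 902, 76.0 and 626 CPM in the 24 h libraries. SPBPB21E7.04c (chromosome II, 64487 to 65620) rose by 7.67 log2 units (SE 0.45, adjusted p 7.89e-09) and SPNCRNA.1304, which overlaps 26.1% of its length with it, by 7.12 (SE 0.50, adjusted p 7.38e-08). At 120 h, str3 (SPAC1F8.03c, chromosome I, 88201 to 90300) rose by 9.54 log2 units (SE 1.44, adjusted p 3.89e-04) and SPNCRNA.1307 (chromosome II, 83799 to 85528), which lies wholly within SPBPB10D8.02c, by 7.72 (SE 0.52, adjusted p 9.21e-08).

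The H3K9 methyltransferase gene clr4 (SPBC428.08c, chromosome II, 453996 to 458487, minus strand) was followed as a heterochromatin factor. Its log2 change against 0 h was 0.16 at 24 h (SE 0.14, adjusted p 3.80e-01), -0.07 at 48 h (SE 0.14, adjusted p 6.78e-01), -1.11 at 72 h (SE 0.14, adjusted p 4.34e-05), -2.02 at 96 h (SE 0.14, adjusted p 1.29e-07) and -1.86 at 120 h (SE 0.14, adjusted p 3.36e-07). The steps from 48 h to 72 h (-1.04, adjusted p 2.12e-04) and from 72 h to 96 h (-0.91, adjusted p 4.66e-03) passed the threshold too. Since meu6 overlaps 54.5% of clr4, counts outside meu6 were compared as well: 15.3 ± 2.23 CPM at 0 h, 16.3 ± 1.22 at 24 h, 15.2 ± 1.77 at 48 h, 6.54 ± 0.781 at 72 h, 3.56 ± 0.45 at 96 h and 4.24 ± 0.613 at 120 h (mean ± SD, n = 3). The fall from 48 h to 72 h was larger than the spread between replicates.

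**Figure D2:**
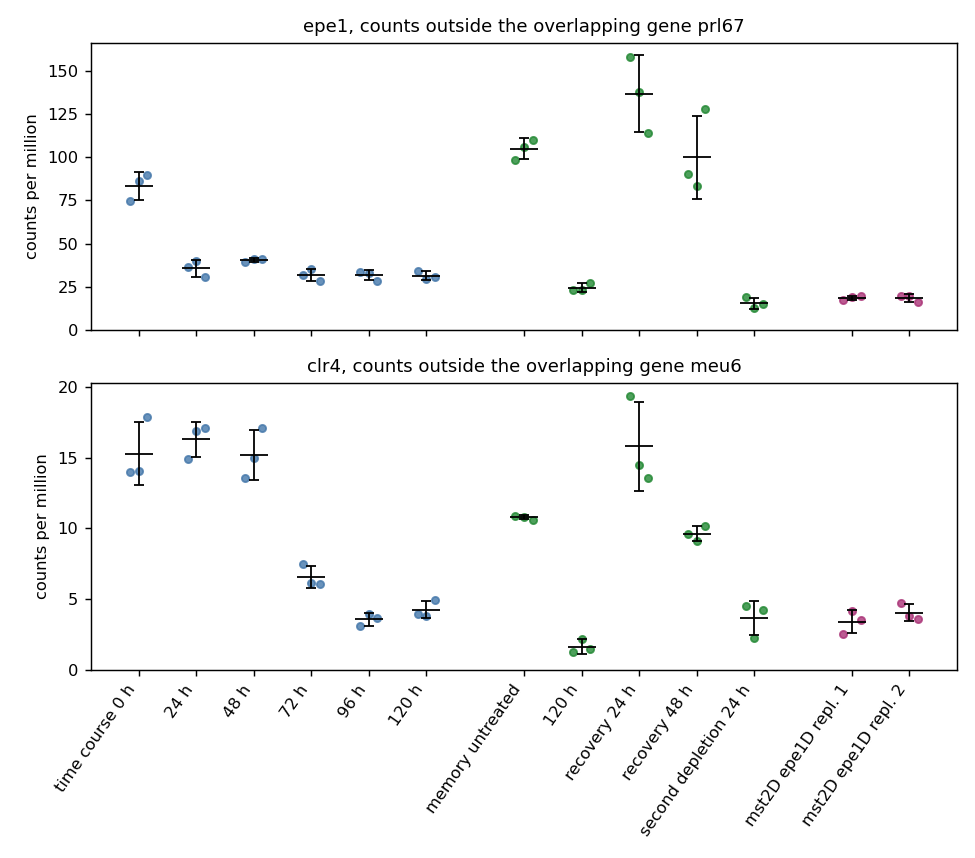
Counts scaled to library size (CPM) of epe1 outside prl67 and of clr4 outside meu6 in every library, with the mean and SD of each group of 3. The epe1 means fall from 83.4 to 35.6 between 0 h and 24 h of the time course, and the clr4 means fall from 15.2 to 6.54 between 48 h and 72 h.

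In the list tests, 58 of 132 pairs of list and contrast passed an adjusted p of 0.05 with camera. Of these, 36 also passed with fry, and 10 with an estimated correlation between genes, which was the alternative that moved the count most. The 10 were the meiotic list from 24 h to 48 h and otherwise thiamine-repressed list contrasts. The calls given here for the 6 lists also passed with fry. Ribosomal protein genes were lower at 24 h (median log2 change -0.45, camera adjusted p 8.21e-23, 0 of 127 above 0, 109 called, 115 adjusted over the list alone). Stress-induced genes were higher at 24 h (median 0.89, camera adjusted p 7.30e-04, 17 of 18 above 0, 12 called, 14 adjusted over the list alone). Meiotic island genes were lower at 24 h (median -0.71, camera adjusted p 6.52e-03, 2 of 7 above 0, 6 called with 5 down and 1 up, 6 adjusted over the list alone). From 24 h to 48 h they rose, with a median of 0.87, a camera adjusted p of 4.52e-07, 5 of 7 called and 6 adjusted over the list alone. The subtelomeric genes passed at 72 h (median 1.26, or 1.07 with genes at the floor set to their bound, camera adjusted p 7.76e-04, 32 of 47 called, 37 adjusted over the list alone) and at 96 h (median 1.14, or 0.91 at the bound, camera adjusted p 1.57e-04). They did not pass at 24 h (median 1.09, or 0.68 at the bound, camera adjusted p 7.70e-01), 48 h (1.40, 2.96e-01) or 120 h (0.35, or 0.03 at the bound, 3.86e-01). Most single members had changed at the first 2 times all the same, but in both directions. Of 47 genes, 40 were called at 24 h (24 up, 16 down), 45 at 48 h (27 up, 18 down) and 15 at 120 h (9 up, 6 down). With fry the list passed at 48 h (adjusted p 1.80e-02). From 24 h to 48 h the subtelomeric genes rose (median 0.45, or 0.28 at the bound, camera adjusted p 1.09e-04). From 96 h to 120 h they fell (-0.83, or -0.80 at the bound, 1.19e-06). The list within 100 kb of the chromosome ends had medians of 1.95 at 24 h, 2.69 at 48 h and 0.78 at 120 h, or 1.88, 2.52 and 0.60 at the bound, with camera adjusted p of 2.36e-13, 3.40e-14 and 2.87e-11. Of the 16 heterochromatin factors, 2 were called at 120 h (clr4 and epe1 itself) and 2 adjusted over the list alone, and of the 3 thiamine-repressed genes 3 and 3.

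The deletion strain was compared with the untreated degron strain to see how a permanent loss of Epe1 relates to depletion. Strain and sequencing table differed together in these contrasts, so the batch and the group cannot be told apart. Biological replicates 1 and 2 were first compared with each other: 51 genes differed, 40 higher and 11 lower in replicate 2. That count was 31 and 33 without libraries 1 and 2 of replicate 1, and 32 and 30 without libraries 2 and 3 of replicate 2. Against 0 h, 2158 of 6581 genes changed in replicate 1 (1134 up, 1024 down; 113 and 109 at least 2-fold) and 2060 in replicate 2 (1086 up, 974 down; 98 and 92). The mean of both differed from 120 h of depletion in 2791 genes (1364 up, 1427 down), or 1482 with the libraries of each biological replicate summed. SPBC1348.04 (chromosome II, 12176 to 12750) was at least 120-fold higher and SPBC1348.05 (chromosome II, 13572 to 15378) at least 115-fold higher in replicate 1 than at 0 h of the time course. In the untreated memory libraries of the degron strain these genes were at 9.87 ± 1.26 and 15.8 ± 1.72 CPM, near the 16.2 ± 2.0 and 15.5 ± 0.85 CPM of replicate 1. SPAC977.15 (chromosome I, 62961 to 63862) rose by 6.62 log2 units (SE 0.21, adjusted p 5.11e-09), from 1.75 ± 0.734 CPM, and was at 117 ± 16.3 CPM in the untreated memory libraries. SPAC212.07c was at least 82.3-fold lower. The log2 change of clr4 was -1.83 (adjusted p 2.54e-06) and -1.73 (adjusted p 4.38e-06) in replicates 1 and 2, and it differed from 120 h of depletion by 0.08 (adjusted p 6.45e-01). Of the 16 heterochromatin factors, 8 were called in replicate 1 (9 adjusted over the list alone), 7 lower and 1 higher. The 7 included clr4 and the deleted epe1, and the list also holds mst2, whose counts are those of sec3, so the test of the list as a whole is not given.

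Across 6578 genes, log2 changes at 120 h and in the deletion strain correlated with r = 0.557 for replicate 1 (Spearman's rho 0.412) and r = 0.501 for replicate 2 (rho 0.387). Groups without change against the same 0 h libraries gave a mean r of 0.117 and 0.128 in simulation. All simulations with unchanged groups cover noise between libraries only. A shift of the shared untreated cultures as a whole would enter both contrasts and raise r, and was not simulated. Of 484 genes called in both 120 h and replicate 1, 437 had the same direction, and so had 391 of 446 for replicate 2.

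The memory experiment asked whether expression returns after Epe1 is restored and whether a second depletion differs from the first. At 120 h, 399 of 6485 genes changed (170 up, 229 down; 68 and 99 at least 2-fold). The fit on the compared groups only moved this count most, to 1054 genes. Without untreated replicate 1 or 120 h replicate 2 there were 263 genes, and without replicate 2 of the second depletion, a library outside the contrast, 675. The log2 changes at 120 h in the memory experiment and the time course correlated across 6473 genes with r = 0.581 (rho 0.315), and 187 of 191 genes called in both had the same direction. The named genes at 120 h with the largest changes included mfm1 (SPAPB8E5.05, chromosome I, 4916603 to 4917521), which changed by -6.02 (SE 0.47, adjusted p 2.09e-06). Untreated levels of mfm1 were 310.37, 289.11 and 311.89 CPM here, against 22.11, 43.11 and 31.43 CPM at 0 h of the time course. The size of its fall therefore depends on the untreated libraries of this experiment. Gene mug14 (SPBC359.06, chromosome II, 128660 to 129742) changed by 4.17 (SE 0.26, adjusted p 1.93e-07), SPNCRNA.868 (chromosome I, 2977510 to 2979357, within mfc1) by 3.47 (SE 0.20, adjusted p 9.89e-08) and pfl7 (SPBC359.04c, chromosome II, 117892 to 121286) by 3.22 (SE 0.32, adjusted p 1.93e-05). The log2 change of clr4 was -2.28 (SE 0.18, adjusted p 1.90e-06).

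After 24 h of recovery 197 genes differed from untreated (60 up, 137 down), and after 48 h 157 (92 up, 65 down), or 189 (90 up, 99 down) with the compared groups only. Recovery at 24 h differed from 120 h of depletion in 307 genes (148 up, 159 down). Each of the 3 counts depended on single libraries. At 24 h there were 96 and 101 genes without untreated replicate 1 or 3, 97 and 119 without recovery replicate 2 or 3, and 385 without replicate 2 of the second depletion. At 48 h there were 57, 55 and 71 without untreated replicates 1, 2 and 3, 92, 79 and 76 without recovery replicates 1, 2 and 3, and 412 without replicate 2 of the second depletion. Against 120 h there were 203 without 120 h replicate 1, 201 without recovery replicate 3 and 490 without replicate 2 of the second depletion. Of the 167 genes changed at least 2-fold at 120 h, 42 (25.1%) were called in the same direction after 24 h of recovery, 37 (22.2%) after 48 h and 153 (91.6%) after the second depletion. With RLE scaling the share at 24 h was 21.1%. Without the fold minimum the 3 shares were 21.8%, 17% and 81.7% of 399 genes. The same sign was seen for 76.0%, 64.1% and 98.2% of the 167 genes, against 59.3%, 59.6% and 59.2% in simulations where the later group was unchanged. For the same 167 genes, median ratios of the log2 changes to those at 120 h were 0.23, 0.13 and 0.93, or 0.23, 0.13 and 0.91 without genes at the floor. The whole-gene counts of clr4 were 1.78 log2 units above untreated after 24 h of recovery (SE 0.16, adjusted p 3.91e-05) and 0.19 after 48 h (SE 0.16, adjusted p 5.61e-01). Outside meu6, clr4 was at 10.8 ± 0.145 CPM untreated, 1.63 ± 0.508 at 120 h, 15.8 ± 3.15 and 9.63 ± 0.534 after 24 h and 48 h of recovery and 3.66 ± 1.23 after the second depletion.

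**Figure D3:**
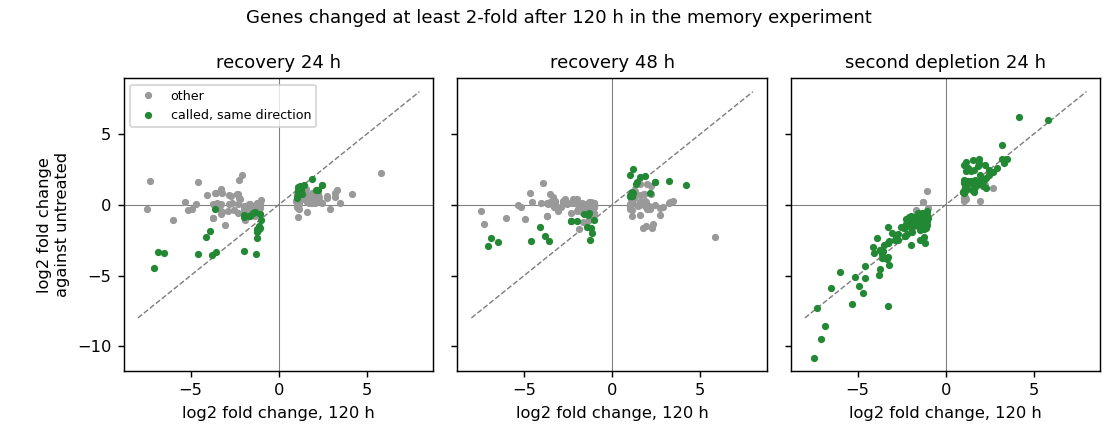
Log2 change against untreated for genes changed at least 2-fold at 120 h of the memory experiment (x axis), plotted against their log2 change after recovery or the second depletion (y axis). The median ratio of the changes is 0.23 after 24 h of recovery, 0.13 after 48 h and 0.93 after the second depletion.

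After the second depletion 2896 genes differed from untreated (1472 up, 1424 down; 260 and 371 at least 2-fold), 1802 from recovery at 24 h (1055 up, 747 down) and 1904 from 120 h (1102 up, 802 down). Without untreated replicate 1, 2 or 3 the first count was 1649, 1769 or 1884. The counts of at least 2-fold depended on libraries of the second depletion: 432 rose and 649 fell without its replicate 1, and 137 rose and 274 fell without its replicate 2. The second was 873 and 801 without recovery replicate 1 or 3, and 3409 and 1193 without second depletion replicate 1 or 2. The third was 176 and 261 without 120 h replicate 2 or 3, 3658, 603 and 1095 without second depletion replicates 1, 2 and 3, and 8 in the fit on the compared groups only. Log2 changes at 120 h and after the second depletion correlated across 6485 genes with r = 0.679 (rho 0.486), against a mean of 0.194 in simulation, and 326 of 331 genes called in both had the same direction. SPNCRNA.366 was at least 54.5-fold lower. SPAC212.12 (chromosome I, 15855 to 16226) changed by -5.74 (SE 0.36, adjusted p 2.67e-07), mug14 by 6.18 (SE 0.27, adjusted p 9.52e-09), ght3 (SPAC1F8.01, chromosome I, 82746 to 84786) by 4.24 (SE 0.35, adjusted p 2.34e-06) and SPNCRNA.606 (chromosome I, 95159 to 96525, overlapping isp3) by 3.26 (SE 0.28, adjusted p 2.93e-06). The log2 change of clr4 was -1.03 (SE 0.17, adjusted p 9.18e-04).

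Second and first depletions of 24 h were compared as a difference of effects, each against its own untreated libraries. Of 6528 genes, 2831 differed (1410 more positive and 1421 more negative in the second; 346 and 556 by at least 2-fold). The count stayed between 2219 and 3626 across 12 fits that each left out a library, but the 2-fold counts did not: they were 525 and 764 without second depletion replicate 1 and 115 and 454 without its replicate 2. With the GC correction they were 194 and 376. For 120 h of depletion, the same test between the experiments gave 249 genes (126 and 123), with 144 without untreated memory replicate 1, 162 without memory 120 h replicate 2, 146 without 0 h replicate 1 and 155 without 120 h replicate 3 of the time course. Log2 changes of the first and the second depletion correlated across 6473 genes with r = 0.399 (rho 0.084), and 706 of 1166 genes called in both had the same direction. The difference of effects for clr4 was -1.15 (SE 0.22, adjusted p 5.35e-04) at 24 h and -0.40 (SE 0.23, adjusted p 4.82e-01) at 120 h. The named genes with the most negative differences were SPNCRNA.1304 (-6.74, SE 0.85, adjusted p 4.39e-06), SPBPB21E7.04c (-6.26, SE 0.53, adjusted p 1.62e-08) and frp1 (SPBC1683.09c, chromosome II, 160357 to 162497; -6.21, SE 1.33, adjusted p 1.15e-03). The most positive were SPBCPT2R1.07c (chromosome II, 4523274 to 4524970; 6.62, SE 0.60, adjusted p 2.67e-08), tlh2 (SPBCPT2R1.08c, chromosome II, 4526885 to 4532899; 6.06, SE 0.37, adjusted p 3.17e-11) and SPAC212.08c (5.51, SE 1.46, adjusted p 5.20e-03). The last 3 have near-identical subtelomeric copies, and SPAC212.08c had 0 counts at 24 h of the time course, so its value depends on the prior count. Ribosomal protein genes had a median difference of 1.32 (camera adjusted p 1.86e-19, 97 of 101 above 0, 89 called, 93 adjusted over the list alone) and stress-induced genes of -1.08 (camera adjusted p 6.26e-03, 4 of 18 above 0, 9 called, 10 adjusted over the list alone). In the joint fit the second depletion libraries followed GC content (rho 0.451, 0.703 and 0.625) more than the untreated memory libraries (0.066, 0.087 and 0.142). The list tests were not repeated with the GC correction, so an effect of GC trends on these medians was not excluded. For the second depletion against untreated, the ribosomal list (median 0.84) passed with camera (adjusted p 2.84e-07) but not with fry (1.62e-01).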

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

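The chance splits of the libraries, the tests of a general difference between experiments and of replicate 2 alone, and the mating-type lists were chosen only after the results were seen.

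The effect of a second 24 h depletion differed from that of the first in 2831 genes, by a test of the difference itself, which is why it is singled out. In a refit on the compared groups only, the real grouping gave 2061 genes and the largest of the other drawn splits gave 530. Of the 100 splits, 1, the real one, gave as many. The other splits exchanged treated and untreated libraries within each experiment, so they mixed the depletion effects themselves into the groups. They therefore cannot weigh chance for a difference between the effects. Replicate 2 of the second depletion as the whole cause was argued against, since without it 0.784 of the number of genes still differed (2219 genes, 2053 of them shared with the full fit). GC content was argued against as the whole cause, because a correction of each library for its GC trend left 0.889 of the number (2518 genes, 1790 shared). The 2-fold differences were less stable, with 346 more positive and 556 more negative in the full fit, 115 and 454 without replicate 2 of the second depletion, and 194 and 376 with the GC correction. A general difference between the experiments in the response to depletion, as the whole cause, would have given at least 0.5 times as many genes at 120 h, where the number was 0.088 of that at 24 h (249 against 2831 genes). In the refits on the compared groups only it was 0.32 (659 against 2061 genes), much closer to that 0.5 but still under it, and the 0.5 was itself set after the results were seen. A part of the 2831 genes from such a difference was not excluded: the differences of effects at 24 h and at 120 h correlated across 6528 genes with r = 0.456 (rho 0.368), and 132 of 139 genes called in both had the same direction. Both use the same untreated libraries, which adds to that correlation, and how much it adds was not simulated. Open was the axis along which replicate 2 deviates. The difference of effects taken from replicate 1 alone correlated across genes with replicate 2 minus replicate 3 at a rho of 0.225, under the 0.3 set beforehand but above 0. The reading of that value as undecided, in place of excluded, was adopted after it was seen. The first depletion was sampled in the time course and the second in the memory experiment, and the TN treatment itself was not separated from Epe1 loss. A changed response to a second depletion therefore stays a hypothesis that may hold for part of the 2831 genes, with the 0.225 axis and general differences between the experiments not excluded for the rest.

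At 120 h the effect of depletion differed between the experiments in 249 genes, a difference that was tested in the same way. In the refit on the compared groups 659 genes differed in the real grouping and at most 379 in the other drawn splits. Of the 100 splits, 1, the real one, gave as many. These splits too mixed treated with untreated libraries, so they cannot weigh chance for a difference of effects. The labels give both groups the same treatment and time. The count was between 144 and 367 when single libraries were left out. GC content as the whole cause was argued against, since the GC correction gave 364 genes, 235 of them among the 249. All 249 were among the 367 genes found without replicate 2 of the second depletion, which is outside this comparison. No biological explanation was tested for the whole set, and the iron-related genes within it are taken up under the other observations.

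Single genes also differed between the second and the first depletion. SPNCRNA.1304 (-6.74) and SPBPB21E7.04c (-6.26) rose over 0 h in the time course and are overlapping neighbours, so they count as 1 locus rather than as independent results. The ferric reductase gene frp1 (-6.21) varied between the 24 h libraries of the time course, at 799, 54.8 and 1070 CPM, and belongs to the iron genes. SPBCPT2R1.07c (6.62), tlh2 (6.06) and SPAC212.08c (5.51) fell at 24 h of the time course. They have near-identical subtelomeric copies, and a shift of reads between copies was not tested. For SPAC212.08c the fitted value rests on 0 counts at 24 h and is no bound. Replicate 2 of the second depletion was not the whole cause for these 6 genes, since each passed the threshold in 12 of 12 fits that left out a library. No biological explanation was tested for them.

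For clr4 the difference of effects was -1.15, and it passed the threshold in 12 of 12 fits that each left out a library. With the GC correction it was -1.47. Carry-over of the low level reached by 120 h was argued against, because clr4 outside meu6 was at 15.8 CPM after 24 h of recovery, above the 10.8 CPM of untreated cells. A faster fall of clr4 in a second depletion is consistent with these values but remains a hypothesis, since it was found and tested on the same libraries and the experiments were run separately.

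Biological replicates 1 and 2 of the deletion strain differed in 51 genes. In a refit on the compared groups only, 246 genes differed and 0 in any other split, so 1 of the 10 splits gave as many, and with 3 against 3 libraries that share cannot be under 0.1. GC content was argued against, with a rho across genes of 0.027. A difference in mating type was the hypothesis tested: 9 of 11 listed M-cell genes were called higher in replicate 2 and 0 higher in replicate 1, and 3 of 4 listed P-cell genes were called higher in replicate 1. Counts of mat1-Mc were 0, 0 and 2 in replicate 1 and 26, 15 and 32 in replicate 2, and those of its near-identical copy mat3-Mc 0, 0 and 2 against 25, 15 and 31, which goes the way of a switch. Most of these genes, both copies included, had been seen among the 51 before the lists were written. Gene mat1-Mi, not looked at before, should have been near absent in replicate 1 after a plain switch. It had up to 202 counts there (183, 202 and 173, against 99, 125 and 111 in replicate 2), so this prediction failed. Counts of mat1-Mi were thus higher where both Mc copies were near absent. They did not follow the other M-cell genes, and what they measure was not tested. The unseen list members sxa2 (-0.03) and map1 (0.10) did not change. Of the P-cell genes, map2, map3 and map4 changed by only -0.37, -0.69 and -0.56 log2 units in replicate 2. They were far from absent there, with map2 at 172, 170 and 174 CPM and map4 at 32.1, 37.7 and 34.6 CPM. At 0 h of the time course, map2 was at a similar level (174.5, 167.67 and 174.01 CPM) beside mat1-Mc at 1.27, 0.84 and 0.96 CPM. No group of known mating type served as a reference for P-cell genes. These values and mat1-Mi therefore cannot decide for or against a complete switch of mating type. With 9 M-cell genes going the way of a switch, a complete or partial difference in mating type may hold or not, and stays open. A mixture of mating types was not tested.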

How the results depend on the processing

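The GC correction and the fits without replicate 2 of the second depletion in contrasts that do not use it were chosen only after the results were seen, and so were the splits of the libraries.

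Of 57 results for named genes under 595 alternatives, 583 kept their direction and side of the threshold, 12 (epe1 over its whole length at 120 h in the time course or the memory experiment) kept their direction but no longer passed, and 0 reversed. Among the summary results, plain library totals moved the epe1 levels by less than their SD, except at 48 h, from 40.4 to 41.6 CPM with an SD of 0.977. The shares of persistent genes fell without the fold minimum, from 32.5% to 16.9% at 24 h, from 22.2% to 16% at 48 h, from 50.6% to 47.9% at 72 h and from 61.8% to 48.3% at 96 h. Leaving out single 120 h libraries lowered them at most to 29.6%, 20%, 44.9% and 55.6%. The share retained after 24 h of recovery fell from 25.1% to 21.8% without the fold minimum and to 21.1% with RLE scaling. Without the fold minimum the shares after 48 h and after the second depletion fell from 22.2% to 17% and from 91.6% to 81.7%. Rank correlation lowered the correlation of effects at 120 h between experiments to 0.315 and with the deletion strain to 0.412, since large changes weigh less in it. Camera with an estimated correlation between genes left 10 list calls of 58.

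DESeq2 raised the number of changed genes in 8 contrasts by more than 1.5 times: 675 from 24 h to 48 h, 173 from 72 h to 96 h, 856 from 96 h to 120 h, 87 between the deletion replicates, 360 and 373 for recovery at 24 h and 48 h, 485 for recovery at 24 h against 120 h and 390 for the difference of effects at 120 h. The cause was not tested.

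Fits on the compared groups only, which estimate the spread from fewer libraries, gave fewer genes from 24 h to 48 h (149), from 48 h to 72 h (330), from 72 h to 96 h (30), and for the second depletion against untreated (1118), against recovery at 24 h (336) and against 120 h (8). They gave more between the deletion replicates (246), at 120 h of the memory experiment (1054), for recovery at 24 h (835) and for recovery at 24 h against 120 h (525). The share of genes that rose moved too, from 71.6% to 89.9% from 24 h to 48 h, from 37.3% to 19.4% from 48 h to 72 h from 30.9% to 16.7% from 72 h to 96 h, from 78.4% to 64.2% between the deletion replicates, from 58.6% to 47.6% for recovery at 48 h and from 57.9% to 87.5% for the second depletion against 120 h, where 8 genes were left. Single libraries moved it to 83.8% from 24 h to 48 h, to 27.1% from 48 h to 72 h, to 10.3% or 46.2% from 72 h to 96 h, to 12% from 96 h to 120 h, to 60.7% for recovery at 24 h against 120 h and to 74.3% for the second depletion against 120 h. The groups outside the comparison include replicate 2 of the second depletion, and without it the memory counts rose to 675 at 120 h, 385 and 412 in recovery and 490 for recovery against 120 h.

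Summing the libraries of each biological replicate, which leaves fewer samples, gave 1482 genes between the deletion strain and 120 h. With the replicate block the second depletion differed from 120 h in 1170 genes, and the other blocked counts stayed within 1.5 times. The GC correction gave 629 genes at 120 h of the memory experiment (372 shared with the uncorrected fit), 353 and 308 (141 shared) in recovery at 24 h and 48 h and 486 (280 shared) for recovery against 120 h. The correction may also remove real changes that follow GC content, since all time course libraries had a negative trend in the joint fit (rho from -0.474 to -0.279) and the second depletion libraries a positive trend (0.451, 0.703 and 0.625).

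Leaving out each compared library in turn gave 654 to 1227 genes at 72 h, 494 to 741 at 96 h and 597 to 837 at 120 h. Between consecutive times it gave 213 to 514, 409 to 1528, 32 to 260 and 176 to 420 genes. The deletion replicates differed in 30 to 44 genes. In the memory experiment the ranges, with replicate 2 of the second depletion among the libraries left out, were 263 to 675 at 120 h, 96 to 385 and 55 to 412 in recovery, and 201 to 490 for recovery against 120 h. The second depletion gave 1649 to 3963 genes against untreated, 801 to 3409 against recovery and 176 to 3658 against 120 h. The difference of effects at 120 h ranged from 144 to 367. Counts at 24 h and 48 h, in the deletion strain against 0 h and 120 h and for the difference of effects at 24 h stayed within 1.5 times in these fits. The 2-fold counts given in the report moved by more than 1.5 times in 3 contrasts: from 65 to 105 down at 72 h without 72 h replicate 1, to 137 up without replicate 2 or 432 up and 649 down without replicate 1 after the second depletion, and to 115 or 525 more positive for the difference of effects at 24 h without the same replicates. In contrasts whose 2-fold counts are not given there, some moves were larger, such as from 169 down to 12 or 469 for the second depletion against 120 h without 120 h replicate 2 or second depletion replicate 1.

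Other splits of the compared libraries were refitted on those libraries only, so the real counts differ from those of the full fits. In each of the 20 contrasts other than the differences of effects, 1 split, the real one, gave as many genes: 1 of 84 for the deletion strain against 120 h (2643 genes, at most 19 otherwise) and 1 of the 10 splits in the others, where no share under 0.1 is possible. The other splits gave 0 genes in these, except 1 from 48 h to 72 h (330 in the real one) and 5 from 72 h to 96 h (30 in the real one). Where replicate numbers paired the libraries, this held alike for the splits that part every pair and for the others. For the second depletion against 120 h the real split gave only 8 genes.

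Depth limits the genes near the floor: up to 45 of the calls of at least 2-fold in a contrast rest on a group at 3 counts or fewer, and their folds are lower bounds.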

Other observations

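The test of iron limitation, the overlap with meu6, and the tests of carry-over and of replicate 2 alone for clr4 were chosen only after the result was seen; those on replicate 2 of the second depletion, on replicate 1 at 72 h and the GC tests were set before their values were seen. Apart from the splits, 21 tests of explanations were run for the patterns in the closing section.

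Replicate 2 of the second depletion stood apart from the other libraries of its group. Its log-scale correlation with replicates 1 and 3 was 0.9643 and 0.9808, against 0.9937 between those. It also had the lowest total of the experiment, 14781022 counts. Depth was argued against, since thinning the others to its total left the gap at 1.0 of its size. Gene length was argued against, with a rho of 0.119 between the deviation and length across 5880 genes. GC content had the values that explanation needs: rho was 0.674 over all genes and 0.627 over 936 long non-coding RNA genes. Reads over an overlap were counted for both genes, and overlapping genes were kept among these non-coding genes. Their value is therefore no check that is free of coding genes. GC trends were not unique to this library, as the absolute rho in the other memory libraries ran from 0.055 to 0.709. Its deviation correlated at 0.83 with that of replicate 3 of the 48 h recovery. The median deviation of 19 stress-induced genes was 0.69, at the 99.9th percentile of random lists. A library-preparation effect that follows GC content and a stronger stress response may both contribute, and their shares were not separated.

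Replicate 1 of the time course deviated from replicates 2 and 3 at 72 h. A culture behind the others in time was argued against, as the correlation across genes with 48 h minus 96 h was -0.319, of the opposite sign. GC content was argued against too, with a rho of -0.135. The deviation correlated with that of replicate 1 at 48 h (0.675) and at 120 h (0.738), less at 96 h (0.203) and with opposite sign at 24 h (-0.359). The value of -0.319 has the sign of a culture ahead of the others in time, which was not tested on its own and stays open. Apart from the position in time, no biological explanation was tested.

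Iron and haem uptake genes rose and iron-using genes fell by 120 h of the time course. In list members that had not been looked at, the median log2 change was 2.95 for 6 uptake genes (6 called) and -1.95 for 10 iron-using genes (9 called), above and below 10000 random lists matched on expression. The change was not progressive: at 24 h, 48 h, 72 h and 96 h the medians were 1.73, 1.82, 2.13 and 0.63 for uptake and -0.55, -0.65, -0.94 and -0.22 for iron-using genes. Iron limitation of the time course cultures is a candidate explanation for these changes. In the memory experiment the same members changed by 0.22 (2 called) and -0.14 (2 called) at 120 h. These small changes had the direction of the time course, at percentiles 99.9 and 1.1 of the random lists. After the second depletion the medians were 0.29 (1 called) and 0.46 (7 called), so the iron-using median had the opposite sign. Among those 7, pcl1 (-0.78) and isa1 (-0.93) were lower and the others higher. The difference of effects between the experiments at 120 h was -2.92 and 1.57. In the deletion strain the uptake members were higher, by 1.34 in replicate 1 and 1.00 in replicate 2, and the iron-using members changed by -0.02 and 0.05. The medium was not measured, so limitation of iron in the cultures and an effect of Epe1 loss on uptake genes stay open.

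After 24 h of recovery clr4 counts were above untreated. Reads of meu6 as the whole cause were argued against, since outside meu6 the ratio to untreated was 1.46. Most of the rise lay in the overlap all the same, where the ratio was 4.37, against 3.43 for the whole gene, so the overlapping gene may account for the larger part of it. The low level after the second depletion was tested against other causes. Carry-over would have kept clr4 low in recovery, where it was at 15.8 CPM outside meu6. Replicate 2 as the only source was argued against, with a log2 change of -0.87 without that library, and GC content with -1.34 after the correction. A renewed fall of clr4 within 24 h is in line with these tests and remains a hypothesis.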
